A study of Mus musculus with 6 samples. Its data were reported in "A Multi-Omics Interpretable Machine Learning Model Reveals Modes of Action of Small Molecules" (2020).

How the data were processed

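H3K4me3 ChIP-Seq was performed on STHdh cells, an immortalised line of mouse striatal progenitor cells. STHdhQ7 cells carry the wild-type Huntingtin gene, and STHdhQ111 cells carry a knocked-in expansion of its glutamine codons. Cells were held for 24 hours in medium without serum, with vehicle control or with a compound. H3K4me3 is trimethylation of lysine 4 of histone H3, a mark of active promoters. Chromatin was crosslinked, digested with micrococcal nuclease and precipitated with an antibody against the mark, and single-end reads were sequenced.

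There were 6 deposited peak lists, 1 per condition. Q7SST is the wild-type line with vehicle control, and Q111SST is the mutant line with vehicle control. The other 4 lists came from mutant cells given cyproheptadine, loxapine, DKI or meclizine, each at 10 uM. Groups were taken from the sample labels. The design text describes treatment in triplicate, but whether replicates were pooled into each list is not stated. With 1 list per condition there was no replicate spread, and no test between conditions was made.

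Each deposited line gave a peak's chromosome, start, end and a whole-number score. The score is the authors' own, its lowest value was 10 in each of the 6 lists, and its scale, the aligner, the peak caller, its thresholds and any input control were not stated in the labels. Scores were used to describe, rank or filter peaks within a list. The stricter threshold is an exception, since it applied 1 score to all 6 lists, and counts after it carry any difference in scale between lists. Read totals per library were not used here, so the depth behind each list is unknown, and a list with fewer peaks can come from a library with fewer reads or lower enrichment.

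The genome build was not stated for the peak lists. Peak ends were compared with the chromosome lengths of GRCm38, and 0 of 21 chromosomes had a peak beyond its end. Contig names in the lists also belonged to that build. Coordinates are given on GRCm38, counted from 1. Gene annotation was GENCODE mouse release M21. Genes with the same symbol were counted once, which left 21911 protein-coding genes.

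Peaks were compared with bedtools 2.31.1, and a shared peak had an overlap of at least 1 bp. The Jaccard index is the number of base pairs in both lists divided by the number in either. Consensus regions were made by merging overlapping peaks of the 6 lists. A promoter was called marked when a peak lay within 1 kb of any annotated transcription start site of a protein-coding gene, and its strength was the percentile of its strongest peak among all peaks of that list. Promoters gained and lost were counted against Q111SST. Because all 4 compounds were compared with the same Q111SST list, shared gains and losses were set beside 100 simulated sets of unchanged lists, which kept each list's size and the number of lists that held each promoter. Those fixed totals tie the pairs of compounds together, so that an excess in one pair lowers another. Shares of peaks or regions carry 95% Wilson intervals. The intervals cover counting error only, and neighbouring peaks are not independent. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0 were used.

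Lists of 15 genes each for autophagy, electron transport, sterol metabolism and glycolysis were fixed before the data were examined, as were 10 genes of other tissues and 4 Y-linked genes. For each list the mean change in strength percentile from Q111SST was placed among 10000 random lists matched on strength in Q111SST in 10 bins. The named genes were those lists, plus 5 genes per direction between Q7SST and Q111SST with the strongest peaks, 5 genes marked in all 4 compound lists and not in Q111SST, and 5 genes marked in Q111SST and in none of the compound lists. Of the genes this rule gave, 1 is not reported here.

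The statistics were tested on simulated data. For promoters lost in both cyproheptadine and loxapine, over 12879 genes, 20 unchanged matrices lay between -1.8 and 1.48 SD of the simulated mean. These matrices were drawn by the same procedure as the simulated sets. Their range therefore checks the procedure against itself, and does not show how real unchanged lists behave. With 200 promoters lost together the excess was 6.31 SD. With 200 promoters lost in all 4 compounds, over the same 12879 genes, 295 such promoters (95 before planting) stood against a simulated mean of 252, an excess of 7.4 SD, so that shared losses raise the simulated mean too. For gene lists in loxapine against Q111SST, over 12515 genes, 7% of 200 unchanged lists fell outside the central 95%, and 95.5% of 200 lists shifted by 10 percentile points lay above it.

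Alternatives chosen before the data were examined were a stricter score threshold at the pooled median of 47, a reciprocal overlap of 50%, lists of equal size holding the strongest 30758 peaks, merging of peaks within 1 kb, subsets of chromosomes, regions in place of base pairs, correlation of strength ranks, and promoter windows of 0 or 5 kb.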

Results

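H3K4me3 ChIP-Seq gave 6 peak lists with 227418 peaks in all. The lists held 38392 peaks in Q7SST, 40406 in Q111SST, 33721 with cyproheptadine, 45564 with loxapine, 30758 with DKI and 38577 with meclizine. There were no replicates, so differences between lists are descriptions of these lists. Peaks covered 41.0 Mb in Q7SST, 44.6 Mb in Q111SST, 32.5 Mb with cyproheptadine, 45.2 Mb with loxapine, 29.5 Mb with DKI and 40.1 Mb with meclizine. The median peak width ran from 766 bp with cyproheptadine to 922 bp in Q111SST. A stricter threshold at the pooled median score moved the counts most, to 19129 peaks in Q111SST.

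**Figure D1:**
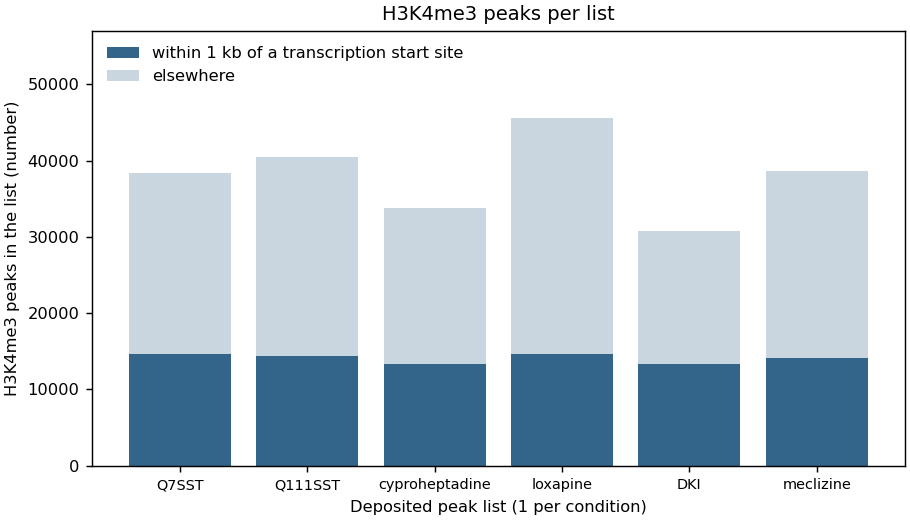
Number of H3K4me3 peaks (vertical axis) in each of the 6 deposited lists (horizontal axis), split into peaks within 1 kb of an annotated transcription start site (dark) and other peaks (light). The dark parts lie between 13332 peaks for DKI and 14660 for loxapine, while the whole bars run from 30758 to 45564.

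As a check of the lists, peaks were compared with annotated transcription start sites of all genes. The share of peaks within 1 kb of a start was 38.0% in Q7SST (95% interval 37.5% to 38.5%) and 35.5% in Q111SST (35.0% to 35.9%). The share was 39.6% with cyproheptadine (39.1% to 40.1%), 32.2% with loxapine (31.7% to 32.6%), 43.3% with DKI (42.8% to 43.9%) and 36.8% with meclizine (36.3% to 37.2%). With lists of equal size the shares lay between 42.6% for cyproheptadine and 44.7% for Q7SST, and their order differed. In Q111SST, peaks near a start had a median score of 98 and a median width of 1633 bp, against 31 and 718 bp for other peaks. Of 10 genes of other tissues, 1 was marked in each list except cyproheptadine, where 2 were. None of the 4 Y-linked genes was marked in any of the 6 lists, and Xist was marked in all 6.

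Merging gave 61168 consensus regions. Of these, 21497 regions (35.1%) were found in all 6 lists and 18095 (29.6%) in 1 list. Regions found in all 6 lists had a median width of 1644 bp, and 55.9% lay within 1 kb of a start. Regions found in 1 list had a median width of 399 bp, and 9.33% lay within 1 kb of a start. Q7SST held 7816 of the regions found in 1 list, followed by loxapine with 4471.

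The series was designed to look at epigenomic effects of compounds in mutant cells, and each list was compared with Q111SST. Of the 40406 Q111SST peaks, 36440 (90.2%, 89.9% to 90.5%) were found with loxapine and 34733 (86.0%, 85.6% to 86.3%) with meclizine. The share was 71.9% (71.4% to 72.3%) with cyproheptadine, 69.8% (69.4% to 70.3%) with DKI and 69.2% (68.8% to 69.7%) in Q7SST. Q111SST peaks absent from a list were weaker, with a median score of 20 for those not found with DKI against 65 for those found. In the other direction, 93.4% of DKI peaks and 88.0% of cyproheptadine peaks were found in Q111SST, against 73.0% of Q7SST peaks. Counting only Q111SST peaks at or above the pooled median score moved the share of Q111SST peaks to 97.6% for DKI and 91.5% for Q7SST. A reciprocal overlap of 50% lowered the share of Q111SST peaks to 55.3% for DKI and 77.2% for loxapine, and the share of DKI peaks found in Q111SST to 72.6%.

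The Jaccard index with Q111SST was 0.545 for Q7SST, 0.587 for DKI, 0.605 for cyproheptadine, 0.692 for loxapine and 0.714 for meclizine. The index was lowest for Q7SST, also with lists of equal size at 0.569. Among regions in all 6 lists, the Spearman correlation of strength with Q111SST was 0.815 for Q7SST and between 0.855 and 0.915 for the 4 compounds. These correlations are across regions, which are not independent replicates.

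**Figure D2:**
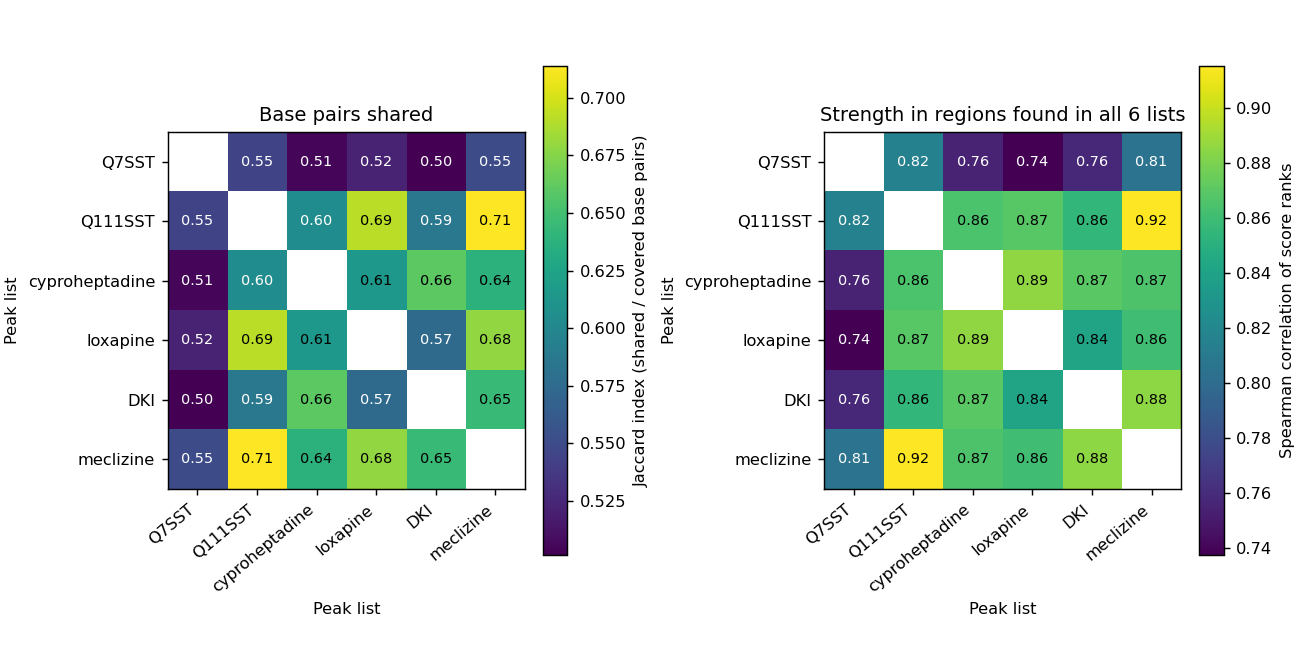
Similarity of each pair of the 6 peak lists, with the lists on both axes. The left panel gives the Jaccard index of base pairs, from 0.502 to 0.714, and the right panel the Spearman correlation of score ranks over 21497 regions, from 0.738 to 0.915.

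The study grouped cyproheptadine with loxapine (Group A) and DKI with meclizine (Group B) from metabolite data, and its proteomic data clustered by the same groups. Its gene expression data did not separate the groups. Whether the H3K4me3 lists paired was therefore an open question. The Jaccard index was 0.615 for cyproheptadine and loxapine and 0.645 for DKI and meclizine. Between groups, it was 0.660 for cyproheptadine and DKI, 0.638 for cyproheptadine and meclizine, 0.575 for loxapine and DKI, and 0.679 for loxapine and meclizine. The mean within groups minus the mean between groups was -0.00802, which ranked 2 among the 3 ways to pair 4 compounds. By the correlation of strength ranks the difference was reversed at 0.0260, with 0.885 for both pairs within groups, and ranked 1 of 3. An exact enumeration of 3 pairings cannot give a p below 0.333.

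Regions that distinguished the vehicle controls were then followed into the compound lists. There were 10254 regions in Q7SST and not in Q111SST, and 12230 in Q111SST and not in Q7SST. Of the Q7SST-only regions, 18.2% (17.46% to 18.96%) were found with loxapine, 10.4% (9.79% to 10.97%) with meclizine, 5.40% (4.98% to 5.86%) with cyproheptadine and 4.00% (3.64% to 4.40%) with DKI. Of the Q111SST-only regions, measured in the same way, 78.2% were found with loxapine, 68.0% with meclizine, 45.5% with cyproheptadine and 41.2% with DKI. The order of the compounds was the same for both kinds of region. With lists of equal size, the Q7SST-only shares lay closer together, from 10.9% for cyproheptadine to 13.7% for meclizine.

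Of 21911 protein-coding genes, 12515 were marked in Q111SST and 11455 in all 6 lists. Against Q111SST, 770 promoters were gained and 448 lost in Q7SST. Cyproheptadine had 62 gained and 716 lost, and DKI had 56 gained and 617 lost. Loxapine had 204 gained and 260 lost, and meclizine had 208 gained and 167 lost. The lost promoters were weak in Q111SST, with a median strength percentile of 25.9 for those lost with cyproheptadine against 82.6 for all marked promoters. With a peak required over the start itself loxapine lost 960 promoters, and with lists of equal size DKI lost 323. Gained and lost here mean that a peak was present or absent in a list, without a test of signal. The paper reported that few peaks were differential between mutant control cells and cells given a compound. The counts given here are not counts of differential peaks.

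**Figure D3:**
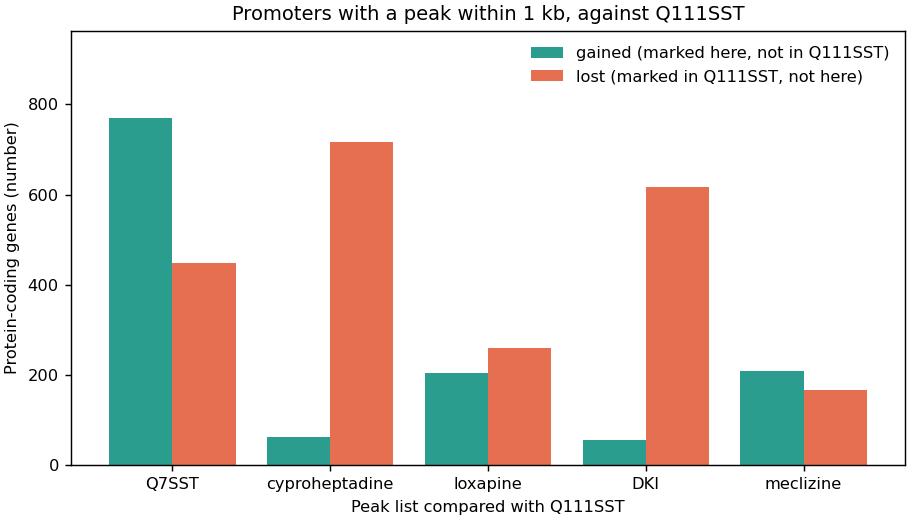
Number of protein-coding genes (vertical axis) whose promoter was gained or lost against Q111SST in each of the other 5 lists (horizontal axis). Losses reach 716 for cyproheptadine and 617 for DKI, against 62 and 56 gains. Gains and losses are peaks present or absent in a list, without a test.

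Losses shared between compounds were compared with simulated unchanged lists. Within groups, cyproheptadine and loxapine lost 235 promoters in common, against a simulated mean of 229 with an SD of 7.48, and DKI and meclizine lost 146, against 181 with an SD of 7.50. Between groups, cyproheptadine and DKI lost 490, against 472 with an SD of 6.22, and loxapine and DKI lost 217, against 218 with an SD of 7.30. Cyproheptadine and meclizine lost 155, against 190 with an SD of 6.89, and loxapine and meclizine lost 100, against 119 with an SD of 6.45. All 4 compounds lost 93 promoters in common, against 106 with an SD of 6.04. All 4 compounds gained 6 promoters in common, against 10.2 with an SD of 2.83. With lists of equal size, all 4 compounds gained 20 in common, against 24.7 with an SD of 4.30. The simulation keeps the number of lists that hold each promoter, so a loss or gain shared by all 4 compounds also raises the simulated value.

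Between the vehicle controls, the strongest promoters in Q7SST without a Q111SST peak included those of Slc45a2, Tlr6, Tlr1 and Zfp882. The Slc45a2 peak (chromosome 15, 10999716 to 11000032) had a score of 263 and lay upstream of the gene, and the nearest Q111SST peak was 17993 bp from a start. The Tlr6 peak (chromosome 5, 64959214 to 64960102) had a score of 258 and covered the start, an exon, untranslated sequence and intron. The Tlr1 peak (chromosome 5, 64933316 to 64933603) had a score of 244 over the same kinds of feature. The Zfp882 peak (chromosome 8, 71908421 to 71909535) had a score of 189. None of Slc45a2, Tlr6, Tlr1 and Zfp882 was marked in any of the 5 mutant lists. The Slc45a2 and Tlr1 peaks were narrow, at 317 and 288 bp, against 889 bp for Tlr6 and 1115 bp for Zfp882. The median width of Q7SST peaks near a start was 1547 bp.

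In the other direction, the strongest promoters in Q111SST without a Q7SST peak were those of D2hgdh, Scn3a, Zfp182, Pon3 and Hoxc12. The D2hgdh peak (chromosome 1, 93824751 to 93826125) had a score of 232 and covered the start, with the nearest Q7SST peak 10768 bp away. The Scn3a peak (chromosome 2, 65565889 to 65567524) had a score of 186, the Zfp182 peak (chromosome X, 21061229 to 21062512) a score of 173, and the Pon3 peak (chromosome 6, 5254997 to 5256377) a score of 168. These 4 genes were also marked with all 4 compounds. The Hoxc12 peak (chromosome 15, 102934806 to 102935761) lay upstream of the gene, and a Q7SST peak lay 1261 bp from its start.

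With whole lists, 6 promoters were marked in all 4 compound lists and not in Q111SST. The strongest was Ctnnb1 on chromosome 9, where the peaks lay in an intron and a Q111SST peak lay 1025 bp from the start, just outside the window. Evi2 and Evi2a shared a peak on chromosome 11 (79530033 to 79530575 with cyproheptadine). Il1rl2 had weaker peaks, with scores from 29 to 32. Csn3 scores ran from 16 with cyproheptadine to 79 with DKI, where the Evi2 peak had a score of 74. Of the 93 promoters marked in Q111SST and in none of the compound lists, the strongest were A830031A19Rik and Sema3g with a score of 43, Ces2a with 38, and C530008M17Rik and Cldn1 with 34. The Q111SST peaks of A830031A19Rik, Ces2a and C530008M17Rik lay 958, 979 and 988 bp from a start, just inside the window. Peaks of the 4 compound lists lay within 1538 bp of the A830031A19Rik start and within 1273 bp of the Ces2a start. For C530008M17Rik the nearest ran from 1141 bp with loxapine to 3415 bp with DKI. The edge of the window was not tested for the 93 lost promoters.

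The gene lists addressed the pathways named in the study. All 15 genes of each of the 4 lists were marked in all 6 peak lists. The mean change in strength of the autophagy list lay at percentile 92.4 of random lists with cyproheptadine, 94.7 with loxapine, 86.1 with DKI and 62.6 with meclizine, and at percentile 97.2 in Q7SST. The electron transport list lay at percentile 50.0 with DKI and 87.7 with meclizine, against 44.4 with cyproheptadine, 84.2 with loxapine and 57.3 in Q7SST. The sterol list lay at percentile 97.2 with DKI and 83.2 with meclizine, against 60.2 with cyproheptadine, 10.9 with loxapine and 26.6 in Q7SST. A high percentile can mean a smaller fall than in random lists. The sterol list changed by -2.61 points with DKI, against a median of -7.50 in random lists. The autophagy list changed by -1.96 points with cyproheptadine, -4.86 with DKI and -1.65 with meclizine. Its change was 1.68 with loxapine and 1.31 in Q7SST. The glycolysis list lay between percentile 49.9 with meclizine and percentile 84.2 with DKI among the 4 compounds. Over the 4 lists and 5 conditions, 0 of 20 pairs lay outside the central 95% of random lists.

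Huntingtin itself was examined on chromosome 5 (34761740 to 34912534). The Q7SST peak ran from 34761058 to 34763325, over the start, exon 1 and part of the first intron. The peaks of the 5 mutant lists ended between 34761845 and 34761948, before the run of 7 glutamine codons that starts at 34761958 in the reference. None of the 5 mutant lists had a peak between those codons and the end of the Q7SST peak.

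**Figure D4:**
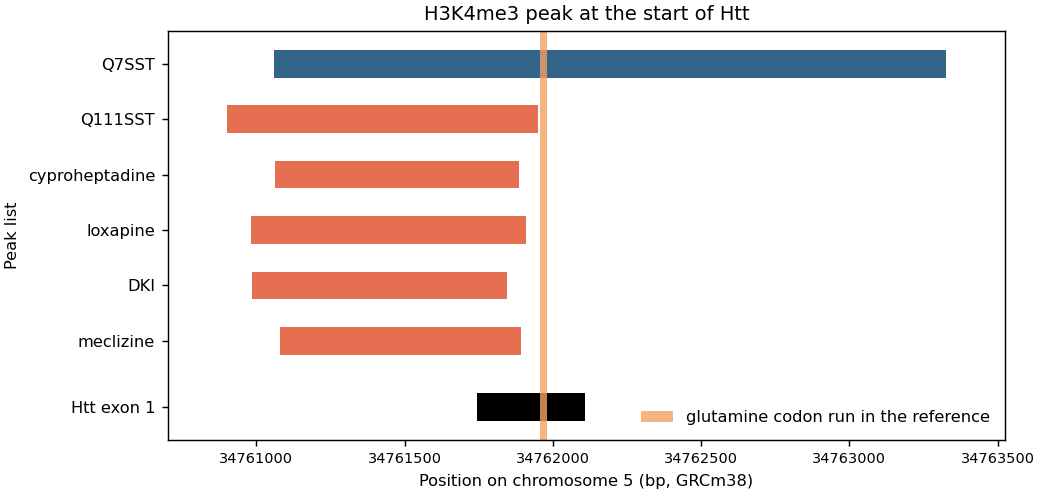
Peaks at the start of Htt in each of the 6 lists (rows) by position on chromosome 5 in bp, with exon 1 (black) and the glutamine codon run of the reference (orange). The Q7SST peak (blue) extends to 34763325, and the 5 mutant peaks (red) end by 34761948.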

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

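The subsets used for the correlation of strength and the use of regions for shared losses and gains were chosen after seeing the data. The other alternatives were not. No paired analysis was possible because each condition had 1 list. Peak counts were within 1.5 times of their values when peaks within 1 kb were merged and on chromosomes 1 to 19 and X. At the stricter score threshold, 20385 peaks remained in Q7SST, 19129 in Q111SST, 14997 with cyproheptadine, 22459 with loxapine, 15273 with DKI and 21505 with meclizine, by construction.

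The share of Q111SST peaks found in Q7SST, cyproheptadine, loxapine, DKI and meclizine was, in that order, 56.6%, 57.8%, 77.2%, 55.3% and 74.7% with a 50% reciprocal overlap. It was 72.5%, 82.9%, 84.8%, 84.3% and 88.0% with lists of equal size, and 91.5%, 97.4%, 99.7%, 97.6% and 99.7% at the stricter threshold. Q7SST was lowest with equal sizes and the stricter threshold, and DKI was lowest with reciprocal overlap.

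The Jaccard index with Q111SST, in the same order, was 0.569, 0.652, 0.714, 0.630 and 0.734 with lists of equal size and 0.552, 0.658, 0.745, 0.668 and 0.787 by regions. With peaks within 1 kb merged it was 0.610 for cyproheptadine, 0.696 for loxapine and 0.592 for DKI. Q7SST had the lowest index and meclizine the highest under each of these.

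The compound clusters changed sign. The difference within minus between groups was -0.0142 by regions, which ranked 2 of 3 pairings. It was 0.0109 with lists of equal size, also ranked 2, but 0.0260 by Spearman correlation of strength, ranked 1. It was 0.0227 over regions near a start, 0.0551 over other regions and 0.0416 over regions at or above the pooled median score, or above the median of each list, in all 6 lists. The cause was not tested.

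Q7SST-only regions were found in 10.9% for cyproheptadine, 12.5% for loxapine, 11.9% for DKI and 13.7% for meclizine with lists of equal size, and in 18.9999% for loxapine with peaks within 1 kb merged. The order of compounds thus depended on list size.

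With lists of equal size, 438 promoters were lost with cyproheptadine, 124 gained and 416 lost with loxapine, and 171 gained and 323 lost with DKI. With a peak over the start, 100 were gained and 1545 lost with cyproheptadine, 960 lost with loxapine, 199 gained and 1143 lost with DKI, and 541 gained and 312 lost with meclizine. With a start within 5 kb, 168 were gained with cyproheptadine, 364 gained and 293 lost with loxapine, and 264 gained and 266 lost with meclizine. Losses exceeded gains for cyproheptadine and DKI in each case. For loxapine and meclizine the direction was reversed with a start within 5 kb. Promoters lost in all 4 compounds, observed over simulated, went from 0.877 to 0.813 with lists of equal size and to 0.763 for regions. For regions lost within groups, this ratio was 0.894 for cyproheptadine and loxapine and 0.837 for DKI and meclizine. Between groups, it was 1.11 for cyproheptadine and DKI and 0.836 for cyproheptadine and meclizine. It was 0.816 for loxapine and DKI and 0.716 for loxapine and meclizine.

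With a start within 5 kb, the autophagy list lay at percentile 91.1 with cyproheptadine and percentile 93.3 with loxapine, the electron transport list at percentile 47.2 with DKI and percentile 85.2 with meclizine, and the sterol list at percentile 96.7 with DKI and percentile 81.3 with meclizine. The glycolysis list went from percentile 65.2 to 52.1 with cyproheptadine and from 71.0 to 48.7 with loxapine. It went from 84.2 to 82.3 with DKI and from 49.9 to 32.5 with meclizine. Of the values that describe single pairs, other lists or shares near starts, 87 moved and 26 did not. Consensus regions in all 6 lists and in 1 list stayed within 1.5 times of their counts when peaks within 1 kb were merged, and shares on autosomes stayed within their intervals. Except for the peak counts at the stricter threshold, the cause of these changes was not tested.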

Other observations

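The comparisons with lists of equal size, of strength ranks and of gene lists were planned, as was the simulation of shared gains. The tests of weak promoters, the window, chance as a source of the shared gains, repeats, peak ends and exon 1 at Htt, single chromosomes, region types, the score floor, library numbers, copy number and chance among gene lists were chosen after the data were seen, although the result for the floor with the pooled median had not been seen when that test was chosen.

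Cyproheptadine and DKI lost over 10 times as many promoters as they gained, and they were the shortest lists. With lists of equal size the ratio of lost to gained promoters fell to 4.76 for cyproheptadine and 1.89 for DKI. It rose from 1.27 to 3.35 for loxapine, the longest list, so DKI no longer stood apart. Both ratios stayed above the limit of 1.5 set beforehand to argue against list size. The rise for loxapine, weighed only afterwards, shows that equal sizes move the ratio by themselves, so list size cannot be told apart from other causes. The losses lay among weak promoters, and at most 1.54% of those lost in either list were above the median strength of Q111SST promoters. The share was also low with loxapine (0.769%) and meclizine (0%), which lacked the pattern, so lower detection of weak peaks in the 2 short lists cannot be told apart from other causes by this value. An effect of the compounds on weak promoters stays open and was not tested.

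The 6 promoters marked in all 4 compounds and not in Q111SST were examined at the edge of the 1 kb window. A Q111SST peak lay within 2 kb of a start for 1 of them, Ctnnb1 (16.7%), and within 5 kb for 4 (66.7%). The test first used 5 kb, then 2 kb, and then whether a compound peak overlapped a Q111SST peak, which needs no distance. A peak that merely crossed the edge of the window would overlap one in Q111SST, and this held for 1 gene of 6 (16.7%), which argues against the window edge as the cause for the set, although not for Ctnnb1. Simulated unchanged lists gave a mean of 10.2 such promoters with an SD of 2.83, so the set of 6 showed no excess. Gains shared by all 4 compounds also raise this mean, so the simulation cannot tell whether chance alone made the set. An effect of the compounds on single genes was not tested.

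The 10 regions with the highest scores were found in all 6 lists, and 1 lay within 1 kb of a protein-coding start. The highest was on chromosome 9 from 35305086 to 35305725, with scores from 762 to 1734. Their median width was 579 bp, against 1644 bp for regions in all 6 lists, and 2 lay on unplaced contigs. The median soft-masked share, which marks repeats, was 48.7% over the 8 regions on chromosomes, against 12.8% for regions in all 6 lists and 14.97% for those of them away from protein-coding starts. The share was below 12.8% in 2 of the 8, and was not measured for the 2 on unplaced contigs. Reads from repeats that the reference holds in too few copies are a candidate explanation. No biological explanation was tested.

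The end of the Htt peak differed between Q7SST and the 5 mutant lists. Of 21497 regions in all 6 lists, 119 (0.554%) had a Q7SST end over 1 kb beyond all 5 mutant ends, which argues against ordinary variation of peak ends. If the mutant lists lacked a peak only because the knocked-in exon 1 is missing from the reference, the absent stretch would lie in exon 1. Instead, 88.3% of its 1377 bp lay past exon 1. Altered sequence reaching into the intron, and a difference in H3K4me3 between the lines, both stay open and were not tested. The 5 mutant lists come from 1 cell line and are not independent evidence.

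Strength ranks correlated more within than between the compound groups. The Jaccard index of base pairs did not differ in this direction with whole lists, but did with lists of equal size, by 0.0109. At equal sizes the groups ranked 2 among the 3 pairings, so another pairing stood higher. The difference by strength ranks stayed at or above 0.0255 with each of 21 chromosomes left out in turn, which argues against a single chromosome. It was 0.0416 over regions away from the score floor, whether the limit was the pooled median or the median of each list, and at least 0.0227 both near starts and elsewhere, which argues against the floor and against a mixture of region types. Near starts the correlation was 0.908 for cyproheptadine and loxapine. For DKI and meclizine it was only 0.882 there, against 0.853 to 0.881 between groups. Elsewhere it was 0.770 and 0.781 for these pairs, against 0.708 to 0.730 between groups. The numbers in the deposited peak names placed cyproheptadine next to loxapine and DKI next to meclizine, so libraries handled together cannot be told apart from the groups. Q111SST, numbered next to cyproheptadine, correlated more with meclizine by 0.0501, but libraries also differed in strength. With 3 possible pairings, chance also stays open.

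Strength ranks differed by chromosome between Q7SST and Q111SST. Over regions in both lists, the median rank rose by 3.61 percentile points on chromosome 17 and by 2.54 on chromosome 12, and fell by 3.67 on chromosome X. The rises were not seen with the 4 compounds. The fall on chromosome X was not particular to Q7SST, since the change there was -2.79 with loxapine, -2.32 with cyproheptadine and -1.44 with DKI, although 0.0291 with meclizine. In Q7SST the change on chromosome X was -5.78 near starts and -0.325 elsewhere, so the 2 kinds of region did not fall alike. The SD of the chromosome medians was 1.65 points, against 0.337 to 0.813 for the 4 compounds. If chromosome copy number caused this, regions near starts and elsewhere would shift together. Across 20 chromosomes Pearson's r was 0.618 (Spearman's rho 0.771, two-sided permutation p 0.00316, adjusted 0.0128 over 5 lists), and 0.747 without the 2 farthest chromosomes. In the same line as Q111SST, r was -0.315 with cyproheptadine, 0.248 with DKI and 0.147 with meclizine (permutation p 0.150, 0.291 and 0.531). Loxapine, also in that line, gave an r of 0.579 (permutation p 0.00512, adjusted 0.0128). A copy number difference between the lines therefore cannot be told apart from other sources of such shifts, and a regulatory difference between the lines was not tested.

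None of the gene lists stood apart. With 20 pairs of list and condition, chance among many lists would place about 1 outside the central 95%, and 0 were found there.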
